# Molecular mechanisms of fat deposition: *IL-6* is a hub gene in fat lipolysis, comparing thin-tailed with fat-tailed sheep breeds

**DOI:** 10.5194/aab-64-53-2021

**Published:** 2021-02-17

**Authors:** Sana Farhadi, Jalil Shodja Ghias, Karim Hasanpur, Seyed Abolghasem Mohammadi, Esmaeil Ebrahimie

## Abstract

Tail fat content affects meat quality and varies significantly among different breeds of sheep. Ghezel (fat-tailed) and Zel (thin-tailed) are two important Iranian local sheep breeds with different patterns of fat storage. The current study presents the transcriptome characterization of tail fat using RNA sequencing in order to get a better comprehension of the molecular mechanism of lipid storage in the two mentioned sheep breeds. Seven (Zel = 4 and Ghezel = 3) 7-month-old male lambs were used for this experiment. The results of sequencing were analyzed with bioinformatics methods, including differentially expressed genes (DEGs) identification, functional enrichment analysis, structural classification of proteins, protein–protein interaction (PPI) and network and module analyses. Some of the DEGs, such as *LIPG*, *SAA1*, *SOCS3*, *HIF-1* α, and especially *IL-6*, had a close association with lipid metabolism. Furthermore, functional enrichment analysis revealed pathways associated with fat deposition, including “fatty acid metabolism”, “fatty acid biosynthesis” and “*HIF-1* signaling pathway”. The structural classification of proteins showed that major down-regulated DEGs in the Zel (thin-tailed) breed were classified under transporter class and that most of them belonged to the solute carrier transporter (SLC) families. In addition, DEGs under the transcription factor class with an important role in lipolysis were up-regulated in the Zel (thin-tailed) breed. Also, network analysis revealed that *IL-6* and *JUNB* were hub genes for up-regulated PPI networks, and *HMGCS1*, *VPS35* and *VPS26A* were hub genes for down-regulated PPI networks. Among the up-regulated DEGs, the *IL-6* gene seems to play an important role in lipolysis of tail fat in thin-tailed sheep breeds via various pathways such as tumor necrosis factor (TNF) signaling and mitogen-activated protein kinase (MAPK) signaling pathways. Due to the probable role of the *IL-6* gene in fat lipolysis and also due to the strong interaction of *IL-6* with the other up-regulated DEGs, it seems that *IL-6* accelerates the degradation of lipids in tail fat cells.

17 February 2021

## 1 Introduction

The development of adipose tissue has an effect on its function. Adipose tissue first appears around mid-gestation. Then, total adipose mass increases over the final few weeks of gestation (Symonds et al., 2012). In this time, it comprises a combination of brown and white adipocytes to enable the newborn to effectively adapt to the thermal and nutritional challenges of life after birth. Then, during postnatal life some, but not all, storage is replaced by white adipose tissue (Symonds, 2013).

The formation of adipose tissue in humans occurs with the growth of small and larger adipocytes and slow storage of fat within the cell until the age of 6–12 months postnatally. Small cells in the early stages of fat storage have an important role in fat mass and lipid storage in the first 6–12 months of life and are associated with increased fat cell size (Boulton et al., 1978).

Sheep are the main livestock producers of meat, milk and wool in the world, with nearly 25 % of the sheep population in the world being fat-tailed sheep (Zhou et al., 2017). The main factor influencing meat quality is the level of lipid storage in the carcass. Fat deposition efficiency in the tails of fat-tailed sheep is considerably higher than the other components of the carcass (Braissant et al., 1996; Li et al., 2018).

The most important component of the Iranian livestock industry is sheep production, which constitutes a total of nearly 50 million heads including more than 28 native sheep breeds which have great divergence in tail types (Moradi et al., 2012). Zel is the only thin-tailed breed (average 11 cm tail length), whereas the remaining breeds are considered fat-tailed (Valizadeh, 2010). The Zel (thin-tailed) breed is concentrated near the Caspian Sea, with almost 3 % of the Iranian sheep population (Vatankhah et al., 2006; Kamalzadeh et al., 2008). The Ghezel, in contrast, is a fat-tailed breed in the northwest of Iran, which possesses a large fat tail (Nabavi et al., 2014).

The tail fat is considered as an adaptive response of sheep to a hazardous environment and is a rich energy reservoir for the animal in winter and during migration when feed is scarce (Atti et al., 2004). It was also traditionally utilized by human beings as a preserver to save cooked meat for a longer period of storage time and also as an energy-rich food resource. Therefore, climatic changes as well as the associated requirements of human beings led to selection for heavier fat-tailed sheep across many generations (Atti et al., 2004; Kashan et al., 2005; Ermias et al., 2002; Gokdal et al., 2004). In spite of the previous efforts and natural forces that have led to the creation of heavy, fat-tailed breeds, it is not considered as a good characteristic in modern sheep production. Now, it is believed that the heavier tail decreases feed efficiency and that more energy is needed to deposit fat in the tail than to produce an equivalent amount of other tissue. The emphasis is on channeling the nutrients into leaner carcass generation to diminish the costs of fat deposition (Moradi et al., 2012; Bolger et al., 2014). Also, the market demand and monetary value of the fat-tailed breeds have been reduced and the tail fat has lost much of its advantage (Moradi et al., 2012). Furthermore, excessive fat in human daily diets causes some health problems. Therefore, a smaller fat tail is now desirable for both producers and consumers (Nejati-Javaremi et al., 2007). Prevention or reduction of tail fat deposition while enhancing lean meat production is the main purpose of the sheep industry. This has been eventually reached by docking at birth the fat tail, slaughtering at an early age, or by crossing the fat-tailed breeds with the thin-tailed breeds (Pourlis, 2011). The diversity of adipocyte volume across breeds is influenced by diet and genetic effects. The genetic effects are considered the main determinants for the formation and structure of adipocytes (Cheng et al., 2016; Davidson, 2014). Therefore, none of the aforementioned methods have been able to significantly reduce the tail fat in fat-tailed sheep.

To date, there have been several studies on the lipid metabolism of tail in different sheep breeds. Miao and Luo (2013) analyzed the transcriptome information of subcutaneous adipose tissue between Small-tailed Han and Dorset sheep. Wang et al. (2014) studied the diversity in the transcriptome profile of tail fat tissue between fat-tailed Kazak sheep and Tibetan short-tailed sheep and identified two top genes (*NELL1* and *FMO3*) with the largest expression differences between the two groups (Wang et al., 2014). Li et al. (2018) investigated the transcriptome of three adipose tissues from Guangling Large-tailed and Small-tailed Han sheep and reported four highly expressed co-genes, *FABP4*, *ADIPOQ*, *FABP5*, and *CD36* which are known as genes with close relation to adipose deposition (Li et al., 2018). Moreover, Bakhtiarizadeh et al. (2019) reported several enriched functional terms which might contribute to the deposition of fat in the tail of sheep via comparative transcriptome analysis between fat-tailed (Lori-Bakhtiari) and thin-tailed (Zel) Iranian sheep breeds (Bakhtiarizadeh et al., 2019). As mentioned, there were only a handful of high throughput, comprehensive studies that aimed to decipher the functional genes that differentiate the fat storage pattern of thin- and fat-tailed sheep breeds. Therefore, the current work was a further attempt to discover the functional genes that are responsible for fat deposition or fat lipolysis in the tail fat of sheep.

Whole transcriptome sequencing is a strong tool for exploring the genetic structure of complex traits (Wickramasinghe et al., 2014). Gene expression patterns may describe phenotypic differences in the tail fat of sheep breeds. Thus, the identification of gene networks and metabolic pathways involved in fat deposition or fat lipolysis could help to improve the quality of sheep meat and carcass (Bernard et al., 2007; Damon et al., 2013).

Knowledge about the molecular mechanism of fat storage is crucial for decreasing the fat mass in the carcass (Li et al., 2018). The mechanism of lipid metabolism is complex, and the manipulation of fat storage for lean meat production is very important in the sheep-breeding industry. The present study aimed to study the genetic profiles of fat tissues and to discover the diversity in the genetic mechanisms defining fat deposition between two morphologically different sheep breeds. We characterized the transcriptome of tail fat tissue from Ghezel (fat-tailed) and Zel (thin-tailed) sheep breeds. Analysis of the diversity of fat deposition between these two sheep breeds may aid the recognition of genes and pathways responsible for the formation of tail fat; therefore manipulation of fat deposition can contribute to new breeding strategies. We emphasized the DEGs and pathways involved in lipid metabolism and interpreted how they led to the differences in adiposity between Ghezel (fat-tailed) and Zel (thin-tailed) sheep breeds.

## 2 Materials and methods

### 2.1 Ethics statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Tabriz, Iran (protocol number: 20170415/39/44).

### 2.2 Animals and samples

Eight healthy male lambs were selected for the experiment; four from the Ghezel (fat-tailed) breed and four from the Zel (thin-tailed) breed. All lambs were weaned at 90 d of age and fostered under similar conditions at the research station of the Faculty of Agriculture, University of Tabriz, Tabriz, Iran (Khalatpoushan). The lambs were housed in individual pens and provided the same diet ad libitum for 120 d and were slaughtered at age 7 months. The adipose tissues in the tail were rapidly collected under sterile conditions, instantly frozen in liquid nitrogen, and stored at -80 ${}^{\circ }$C until total RNA isolation.

### 2.3 RNA extraction

Total RNA was isolated from the tail adipose tissues using a Trizol reagent according to the manufacturer's instructions (TaKaRa, USA). In essence, fat tissues were powdered using liquid nitrogen, homogenized and centrifuged at 12 000 g for 10 min at 4 ${}^{\circ }$C to remove the insoluble material. Following the elimination of the top fatty layer on the aqueous phase, a clear supernatant was used for the next RNA extraction step. NanoDrop (Thermo Scientific NanoDrop 2000) was used to check the quantity of total RNA, and the 28 S / 18 S ratio was evaluated by electrophoresis on 1 % agarose gel to detect the RNA integrity. Finally, RNA samples that had a 28 s / 18 s ratio greater than 1 and an OD 260 nm / OD 280 nm ratio more than 1.9 were selected for sequencing. The integrity and concentration of RNA were measured using the 2100 Bioanalyzer (Agilent Technologies, Waldronn, Germany). The RNA integrity number value of all samples was above 7.0.

### 2.4 RNA sequencing and library preparation

Library preparation started with DNase I treatment, then poly(A) enrichment using oligo (dT) magnetic beads (Invitrogen, USA). The fragmentation step was conducted with short mRNA fragments which were subsequently used as templates for the first-strand cDNA synthesis. For the second-strand cDNA production, short fragments were ligated to adaptors with added poly(A) tails. After agarose gel electrophoresis, suitable fragments for PCR amplification were selected as templates. Unfortunately, one of the Ghezel (fat-tailed) samples failed in the library preparation step. Therefore, only seven paired-end cDNA libraries (four from Zel (thin-tailed) and three from Ghezel (fat-tailed) breeds) were produced. Finally, the sequencing of the libraries for the generation of 150 b paired-end reads was carried out using the Illumina HiSeq2000 platform. The generated raw RNA-Seq data were deposited into a NCBI SRA database with BioProject accession number PRJNA598581.

### 2.5 Quality control, mapping and quantification

FastQC (v0.11.5) was used for quality control of raw sequencing reads (Andrews, 2010). Trimmomatic software (v0.35) was used to trim the raw reads with adapter contamination, as well as for reads with more than 10 % of unknown bases and for reads with more than 50 % of low-quality bases (quality value ≤10) (Bolger et al., 2014). Finally, reads longer than 90 bp with a minimum Phred score of 20 were kept for the analyses. The clean reads were mapped to the sheep reference genome v4.0 (ftp://ftp.ncbi.nlm.nih.gov/genomes/Ovis_aries, last access: June 2020) using Bowtie (v2.2.4) (Langmead and Salzberg, 2012), SAMtools (v1.3.1) (Li et al., 2009) and TopHat (v2.1.1) (Trapnell et al., 2009). Assembled reads by Cufflinks (v2.2.1) were annotated with the NCBI reference annotation (ftp://ftp.ncbi.nlm.nih.gov/genomes/Ovis_aries) (Trapnell et al., 2012). Using Cuffmerge, individual transcripts were merged to form a single transcript assembly, and using Cuffdiff (v2.2.1), the merged transcript was used for quantification and differential expression analysis.

### 2.6 Gene expression analysis

Fragments per kilobase of exon per million fragments mapped (FPKM) values were used for the gene expression analysis. The FPKM for gene abundances was normalized for the library and gene length by comparing to an annotated reference genome (Oar_v4.0) (Mortazavi et al., 2008).

Gene expression analysis in the Ghezel (fat-tailed) and Zel (thin-tailed) breeds was performed with Cuffdiff. All differentially expressed genes with a log2 fold change larger than 1.1 at q value < 0.05 were selected. To obtain the similarity profile of gene expression in biological replicates of two breeds, principal component analysis (PCA) was conducted using web-based ClustVis tools (https://biit.cs.ut.ee/clustvis/, last access: July 2020).

### 2.7 GO classification analysis and KEGG pathway

We carried out the functional enrichment analysis for up- and down-regulated DEGs, separately. Therefore, in order to identify three categories of gene ontology (GO) including the biological processes, cellular components and molecular functions terms, the DEGs were submitted to the Enrichr Database (https://amp.pharm.mssm.edu/Enrichr/, last access: August 2020). Kyoto Encyclopedia of Genes and Genomes pathway analysis (http://www.genome.jp/kegg/, last access: August 2020) was used for pathway analysis. The adjusted p value < 0.05 was considered as the cutoff threshold for GO and KEGG pathway analyses.

### 2.8 Protein–protein interaction network and module analysis

To gain a further comprehension of the biological relationships between genes, the DEG list was inputted into the STRING database (https://string-db.org/, last access: September 2020). To define the functional modules, the constructed networks were clustered with the K mean algorithm to the three modules. Also, Cytoscape plug-in cytoHubba (v 3.7.2) was applied to detect the hub genes with the maximal clique centrality (MCC) method.

### 2.9 Structural classification of proteins

To find the structural class of genes related to lipid storage, total DEGs were imported to pathway studio web mammal version 11.2 (https://www.pathwaystudio.com/, last access: August 2020).

### 2.10 Validation of data

To confirm the different genes expressed, we retrieved the data of a similar study from the Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/, last access: October 2020) database, and gene expression analyses were conducted as above. Finally, the results were compared with our results to confirm the results of the current experiment.

## 3 Results

### 3.1 Sequencing data and mapping summary

A total of ∼47 gigabases containing 318 081 210 paired-end raw reads were generated. We obtained approximately 45 million paired-end clean reads of 150 bp for each sample and high percentages of mapped reads ranging from 82.40 % to 87.10 %. 

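RNA of the tail adipose tissue was compared between 4 Zel (thin-tailed) and 3 Ghezel (fat-tailed) male lambs, with 1 poly(A)-enriched library per lamb and paired-end reads of 150 bases. The libraries are named here Zel 1 to Zel 4 and Ghezel 1 to Ghezel 3 by their deposited replicate numbers. For each library, the authors assembled the mapped reads with Cufflinks and deposited its table of loci, with the position, the FPKM, the confidence interval of the FPKM and the status of each locus. FPKM is the number of fragments relative to transcript length and to all mapped fragments, so these values are already normalized for library size and transcript length. The FPKM and its interval together imply the number of fragments behind a value. Summed over all loci, this gave 7827375, 7308112, 7677668 and 7812248 fragments for Zel 1 to Zel 4 and 7423265, 7493649 and 7803205 fragments for Ghezel 1 to Ghezel 3. These sums are lower bounds where a locus has several isoforms. The paper's reported depth is about 45M clean reads per sample, and the values here use the deposited FPKM alone. The tables hold 37006, 34352, 42839 and 41397 loci for the Zel libraries and 34030, 33662 and 38407 loci for the Ghezel libraries. The median span of the assembled loci was 5400, 7960, 963 and 1409 bases in Zel 1 to Zel 4 and 8512, 8935 and 3641 bases in Ghezel 1 to Ghezel 3. An assembled locus carries an ID of its own library, so loci were matched between libraries by position. A locus was kept when its spans in all 7 libraries overlapped by at least 0.8 of the longer span, which gave 22094 loci. The 8177 of these with a mean FPKM of at least 1 were tested. They held 49.0% to 58.2% of the implied fragments of a library. Values were scaled by the median ratio to the geometric mean over the libraries, transformed to log2(FPKM + 1) and compared with limma (trend). A locus was called at an adjusted p under 0.05 and a log2 fold change beyond 1.1, the thresholds of the paper. Positions are those of the deposited tables. The paper names the sheep genome v4.0, and the sample labels name Oar_v3.1. Fold changes are given as Zel against Ghezel. On the log2(FPKM + 1) scale they understate the change of genes with low values, so the log2 ratio of the mean scaled FPKM of the breeds is given beside them.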

A mean of 85.17 % of clean reads was mapped to the sheep genome sequence (*Ovis aries* v4.0). Clean reads included 6.5 %–10.4 % non-uniquely mapped reads and 12.9 %–17.6 % unmapped reads. The summary of the mapping of samples is presented in Table 1.

At first, PCA analysis of gene expression in the Zel (thin-tailed) and Ghezel (fat-tailed) breeds was performed to show the variance of the biological replicates of each breed. 

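The largest difference among the 7 libraries was not the one between Zel (thin-tailed) and Ghezel (fat-tailed). In a PCA of all 8177 tested loci, PC1 held 54.6% of the variance and set Zel 3 and Zel 4 apart, with scores of -124 and -86.3. The scores of Zel 1 and Zel 2 were 51.2 and 42.6, next to 61.5 and 60.2 for Ghezel 1 and Ghezel 2. Ghezel 3 lay between these groups, with a score of -5.19. Breed accounted for 22.8% of the variance of the PC1 scores (exact permutation test over the 35 splits, two-sided, p = 0.286). This share was 41.9%, 39.0%, 11.5% and 15.3% without Zel 1 to Zel 4, and 13.3%, 13.2% and 31.1% without Ghezel 1 to Ghezel 3. It was 8.28% with a batch term for the naming of the tables and 33.2% with the replicate number as a block. The naming joins Ghezel 1 and Ghezel 2 with Zel 2 alone, so the batch term can also take up differences between the breeds. In the block, Zel 4 has no partner. PC2 held 13.3% of the variance. With the median span of the assembled loci as a covariate, an alternative chosen after the data were seen, PC1 held 28.5% and PC2 26.3%. With reference IDs as features, also chosen then, PC1 held 32.3%. Zel 3, Zel 4 and Ghezel 3 have the shortest assembled loci. Without these 3 libraries, a further choice made after the data were seen, breed accounted for 67.7% of the variance of the PC1 scores. The smallest p that the exact permutation test allows there is 0.333. Without Zel 3 and Zel 4 only, the share was 7.95%. Ghezel 1 and Ghezel 2 were the most similar pair, with a correlation of 0.938 over the loci, and Zel 3 and Zel 4 had one of 0.885. Zel 1 and Zel 2 were each closest to Ghezel 1, and Ghezel 3 was closest to Zel 1. Among 47 genes of Table S1 whose position is given in the tables, which the study chose on these samples, PC1 held 61.1% of the variance. Breed accounted for 42.8% of the variance of these scores (exact permutation test, two-sided, p = 0.171). On PC1 and PC2 of these genes a straight line parts the breeds, as it does 9 of the 35 splits, the breeds included.

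**Figure D1:**
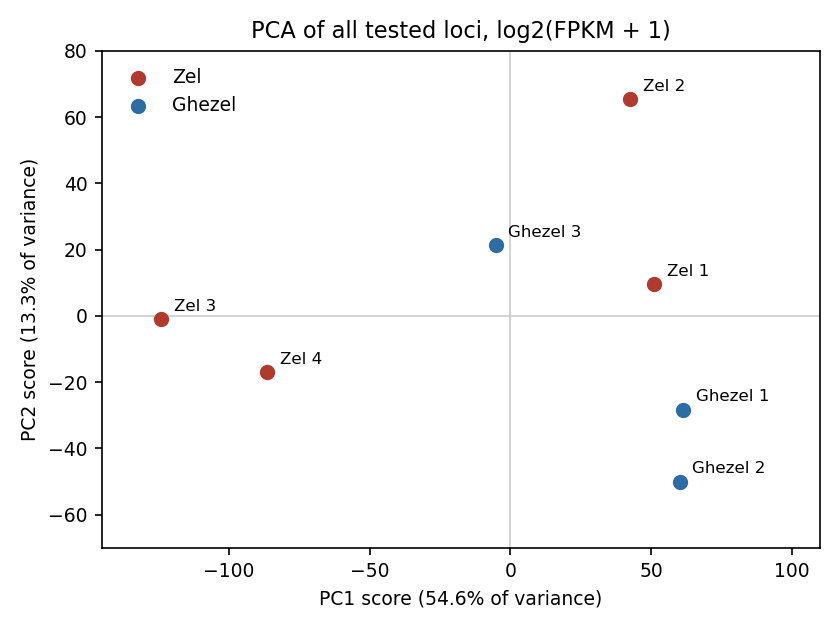
Scores of the 7 libraries on PC1 (54.6% of variance) and PC2 (13.3% of variance) of the log2(FPKM + 1) values of all tested loci, 1 point per library. Zel 3 and Zel 4 lie at the negative end of PC1, while Zel 1 and Zel 2 share the positive side with Ghezel 1 and Ghezel 2.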

PCA results showed the distinct difference between the transcriptome profiles of Zel (thin-tailed) and Ghezel (fat-tailed) breeds (Fig. 1). PC analysis was also performed for the structural protein class of DEGs, and the transporter class showed better diversity between two breeds.

**Table 1:** Summary of RNA-seq data and mapping statistics of adipose samples of Zel (thin-tailed) and Ghezel (fat-tailed) sheep breeds.

Samples	Zel-1	Zel-2	Zel-3	Zel-4	Ghezel-1	Ghezel-2	Ghezel-3
Total reads	47 919 054	43 909 932	42 883 384	43 330 598	43 767 392	45 224 298	51 046 552
Total bases	7 187 858 100	6 586 489 800	6 432 507 600	6 499 589 700	6 565 108 800	6 783 644 700	7 656 982 800
Total mapped reads	37 339 712	35 103 330	33 763 526	34 616 084	35 112 150	34 757 959	39 097 097
	(84.3 %)	(87.1 %)	(85.5 %)	(86.7 %)	(86.8 %)	(82.4 %)	(83.4 %)
Non-uniquely mapped reads	5 389 716	2 323 331	2 212 652	2 297 504	2 371 892	2 880 142	4 049 800
Unmapped reads	10 579 342	8 806 602	9 119 858	8 714 514	8 655 242	10 466 339	11 949 455

**Figure 1:**
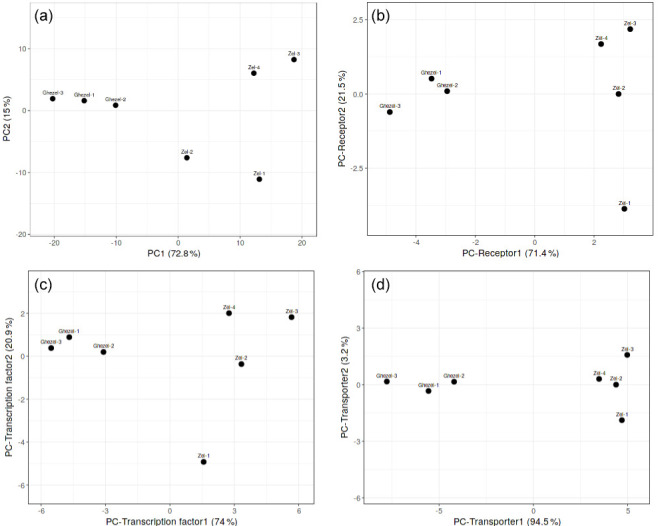
PCA scatter plot of differentially expressed genes in adipose tissues between Zel (thin-tailed) and Ghezel (fat-tailed) sheep breeds: **(a)** total differentially expressed genes, **(b)** differentially expressed receptors, **(c)** differentially expressed transcription factors, **(d)** differentially expressed transporters.

According to the expression values, genes were classified into three groups including low expression (≤10 FPKM), moderate expression (10<FPKM≤500) and high expression (>500 FPKM). 

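In all 7 libraries, low expression was the most frequent class. Of the loci with an FPKM above 0, the low class (≤10 FPKM) held 67.5% ± 3.78 (SD, n = 4) in Zel and 70.2% ± 1.17 (SD, n = 3) in Ghezel, with 62.2% in the library with the smallest share and 71.0% in the one with the largest. The moderate class held 30.4% ± 3.54 (SD, n = 4) in Zel and 27.7% ± 1.04 (SD, n = 3) in Ghezel. The high class (>500 FPKM) held 2.17% ± 0.304 (SD, n = 4) and 2.08% ± 0.198 (SD, n = 3). No class differed between the breeds beyond the spread of the libraries (exact permutation tests, two-sided, p = 0.314, p = 0.286 and p = 0.657 for the low, moderate and high classes). The smallest p that 4 against 3 libraries allow is 0.0286. When only the reference genes were counted, the low class held 89.5% in Zel and 90.1% in Ghezel.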

Transcriptome results showed that, in both breeds, most of the genes belonged to the low expression class (Table 2).

**Table 2:** Distribution of genes of different samples of Zel (thin-tailed) and Ghezel (fat-tailed) sheep breeds in three expression categories (high, moderate and low).

Samples	Zel (thin-tailed)				Ghezel (fat-tailed)		
	Zel-1	Zel-2	Zel-3	Zel-4	Ghezel-1	Ghezel-2	Ghezel-3
High expressed genes (>500 FPKM)	503	450	690	635	493	508	488
Moderate expressed genes (10<FPKM≤500)	6398	7196	9923	8436	7214	6637	6088
Low expressed genes (≤10 FPKM)	16 164	18 121	17 459	18 652	18 900	15 801	15 862
Total expressed genes	23 065	25 767	28 072	27 723	26 607	22 946	22 438
Total unexpressed genes	11 287	11 239	14 767	13 674	11 800	11 084	11 224

### 3.2 Analysis of some highly expressed genes

Mapped reads abundances were normalized for library size and gene length (FPKM) to determine unbiased gene expression. Figure 2 shows the top 10 highly expressed genes (> 500 FPKM) for the Ghezel (fat-tailed) and Zel (thin-tailed) breeds. 

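The 10 loci with the highest FPKM held 99.1%, 94.3%, 92.9% and 96.8% of the summed FPKM in Zel 1 to Zel 4, and 94.8%, 94.4% and 98.6% in Ghezel 1 to Ghezel 3. Most were very short loci with few implied fragments. Of the 10 loci, 9 or 10 in each library spanned at most 300 bases, and their median span was 88.5 to 120 bases. The fragments implied at these loci were 0.127%, 0.0436%, 0.240% and 0.307% of all implied fragments in Zel 1 to Zel 4, and 0.00873%, 0.0154% and 0.273% in Ghezel 1 to Ghezel 3. In Zel 1, for example, a locus of 70 bases had an FPKM of 2.69e+08 on 96.0 implied fragments. An exception, singled out after its values were seen, is a locus of 371 bases on chromosome 25, which was among the 10 in Zel 1, Zel 3, Zel 4 and Ghezel 3 and held most of the implied fragments of the 10 there (9160, 17204, 23434 and 20947). The mean share of the summed FPKM was 95.8% over the 7 libraries, and the breeds differed by less than the spread of the libraries (exact permutation test, two-sided, p = 0.943). Among loci longer than 300 bases, the 10 highest held 21.5% to 47.9% of the summed FPKM of such loci, with a mean of 35.8%.

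**Figure D2:**
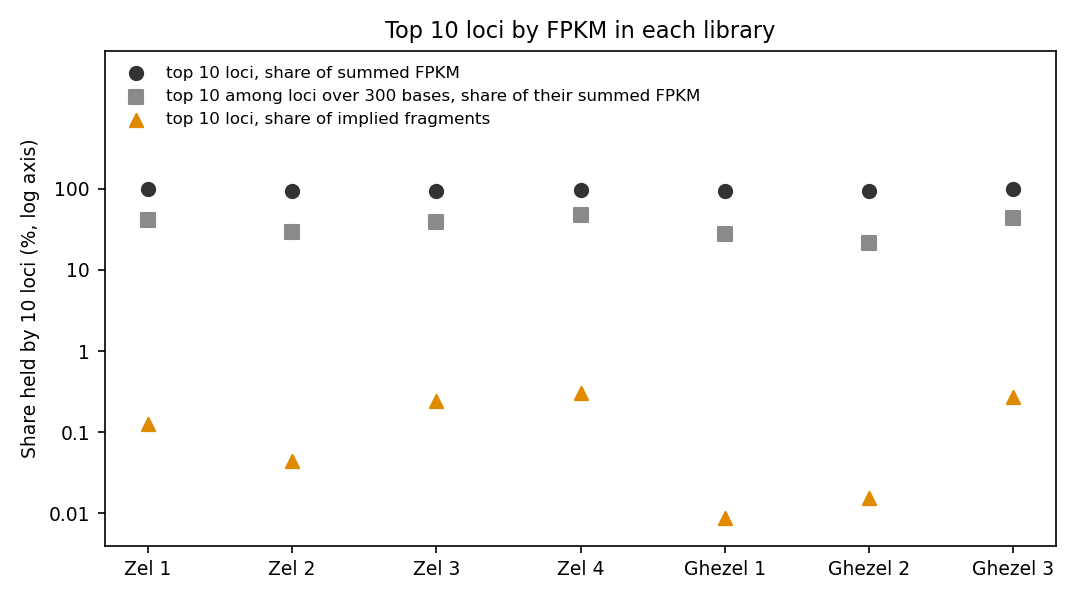
Share held by 10 loci in each library, in percent on a log axis. Circles are the share of summed FPKM of the 10 loci with the highest FPKM, triangles the share of implied fragments of the same loci, and squares the share of summed FPKM of the 10 highest loci among those over 300 bases. Circles lie between 92.9% and 99.1%, and no triangle is above 0.307%.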

For both breeds, the top 10 highly expressed genes contributed to approximately 87 % of the total reads, which means that a small number of genes possessed a big portion of the total RNA of adipose tissue.

**Figure 2:**
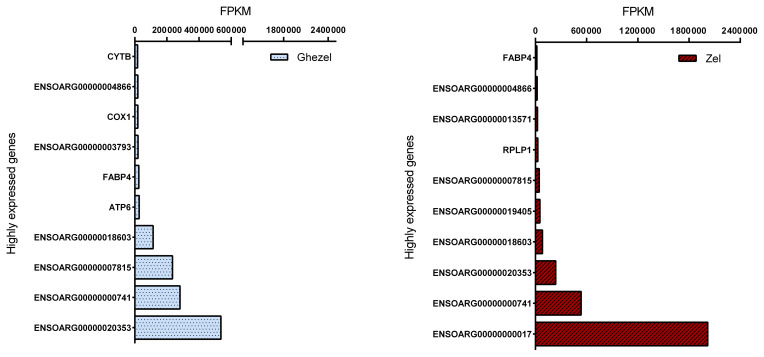
Top 10 highly expressed genes in adipose tissue of Ghezel (fat-tailed) and Zel (thin-tailed) breeds based on FPKM value.

### 3.3 Expression level of differentially expressed genes in Ghezel (fat-tailed) and Zel (thin-tailed) breeds

A total of 332 genes were found to be differentially expressed between Ghezel (fat-tailed) and Zel (thin-tailed). 

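At the thresholds of the paper, 0 of the 8177 tested loci were higher and 0 were lower in Zel than in Ghezel by limma, and the lowest adjusted p was 0.771. The named genes given below are placed by ID and are not all among these loci. Their lowest adjusted p by limma was 0.770. At an unadjusted p under 0.05, 121 loci were higher and 179 were lower in Zel, where 409 in all are expected by chance. This sum of 300 depended on single libraries: it was 881, 570, 175 and 183 without Zel 1 to Zel 4 and 91, 71 and 600 without Ghezel 1 to Ghezel 3. With array weights it was 951, and with the replicate number as a block 455. In 161 loci all 4 Zel libraries lay above all 3 Ghezel libraries, and in 209 loci all 4 lay below. Chance alone separates the breeds completely at 5.71% of loci, which is 467 of those tested. None of the separated loci at an unadjusted p under 0.05 carried a gene name in the tables of the paper. This count says little, since 3046 of the tested loci held a reference ID and those tables pair few IDs with names. It does not show that the paper's genes are absent from the separated loci. Without Ghezel 3, 2 loci were called higher and 7 lower in Zel. With the reference IDs found in all 7 libraries as features, 334 genes were tested and 0 were called, with 6 higher and 11 lower at an unadjusted p under 0.05. When 100 of 8174 simulated loci were changed by a log2 fold change of 4, with the spread of these 7 libraries, 65% were called, and when changed by 2, 16% were called.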

Out of the 332 DEGs, 78 were up-regulated, whereas the remaining 254 were down-regulated in the Zel (thin-tailed) breed. Total DEGs are presented in an additional spreadsheet file (see Table S1 in the Supplement). 

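Table S1 lists 332 rows, and 49 of them could be placed on a locus because a file or table gives a gene's reference ID and position. Of these, 47 had a value above 0 in at least 1 library, and 46 had the direction of Table S1 (97.9%). The 47 genes lie on 43 loci of Table S1, and some share an assembled locus, so they are not 47 independent items and no interval is given. These genes were chosen by the study on the same samples, so the share is not independent evidence of their direction. All 37 genes lower in Zel in Table S1 were lower here, with a median log2 fold change of -1.996 (-1.29 without Ghezel 2 and -2.64 without Ghezel 3). Under alternatives chosen after the data were seen, 29 of the 37 were lower with the span covariate (median -0.80) and 31 of the 37 without Zel 3 and Zel 4 (median -0.87). Without such a change, 9 of the 10 genes higher in Zel were higher here, with a median of 1.66. By limma, 0 of the 47 passed an adjusted p under 0.05, 13 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. The last 2 counts depended on the libraries and the fit. They were 17 and 2, 16 and 2, 5 and 1, and 6 and 2 without Zel 1 to Zel 4, and 4 and 0, 3 and 0, and 26 and 15 without Ghezel 1 to Ghezel 3. They were 28 and 25 with array weights and 23 and 3 with the replicate number as a block. The libraries of one breed were far apart at these genes. At 29 of the 37 genes lower in Zel, both Ghezel 1 and Ghezel 2 lay above every Zel library, but all 3 Ghezel libraries did so at 3 genes. Ghezel 3 lay below both Zel 1 and Zel 2 at 24 of the 37 genes. The median log2(FPKM + 1) of the 37 genes was 4.12, 4.25 and 1.83 in Ghezel 1 to Ghezel 3, and 2.79, 2.43, 0.05 and 0.18 in Zel 1 to Zel 4. At none of the 10 genes higher in Zel did all 4 Zel libraries lie above all 3 Ghezel libraries. The placed genes favour those that were left unassembled in some library, and at 20 of the 47 the locus of a library overlapped the gene by under 0.5.

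**Figure D3:**
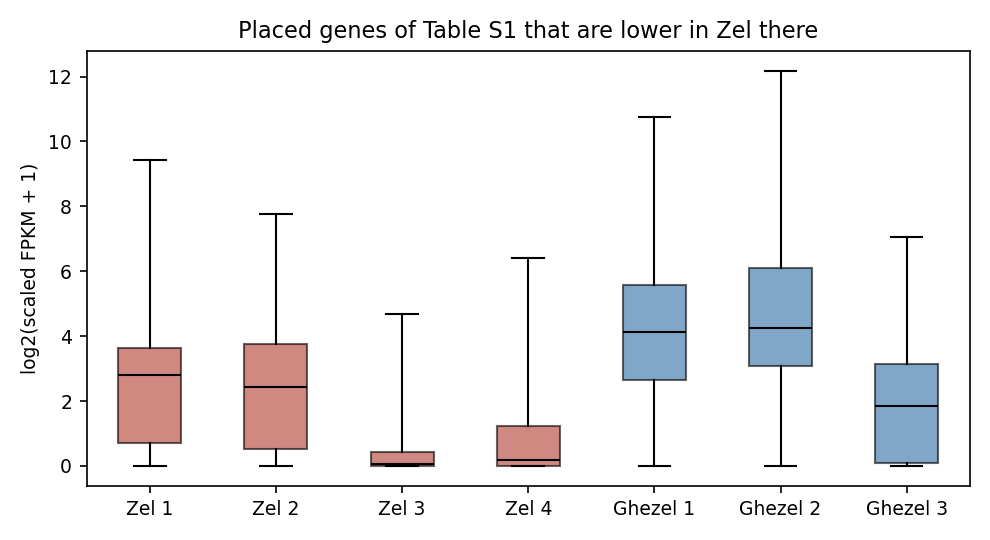
Log2 of scaled FPKM + 1 of the 37 placed genes that are lower in Zel in Table S1, 1 box per library with the median, the quartiles and whiskers to the lowest and highest gene. The median of Ghezel 3, 1.83, lies below those of Zel 1 and Zel 2, 2.79 and 2.43.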

A volcano plot of the expressed genes is shown in Fig. 3. Also, the heatmap of the top 50 DEGs is shown in Fig. 4. A heatmap is a simple guide to assess the characteristics of RNA-seq results in which the various colors represent the level of differential expression. The red color represents a higher expression, and the blue color represents the lower expression.

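Of 16 genes of Table 3 with a known position, 15 had an FPKM above 0 in some library, and all 15 differed between the breed means in the direction of Table S1. Table 3 was drawn up on these samples, so this is not independent evidence. None passed an adjusted p under 0.05 by limma, whether over all loci or adjusted over the list alone, where the lowest value was 0.149. Adjusted over the list alone, 9 genes passed with array weights, 7 without Ghezel 3, and SOCS3 alone with the replicate number as a block or without Zel 4. SCG5, a secretory granule protein, is at 27008263 to 27061858 of chromosome 7. Its FPKM was 0.775, 2.92, 6.00 and 14.1 in Zel 1 to Zel 4 and 0.247, 0.109 and 1.35 in Ghezel 1 to Ghezel 3. The log2 ratio of the means was 3.54 (2.75 without Zel 4 to 5.02 without Ghezel 3). The log2 fold change was 1.86, from 1.38 without Zel 4 to 2.40 without Zel 1 (standard error 0.73, and p = 0.0857 from the two-sided exact permutation test). With the span covariate, chosen after the data were seen, the fold change was 1.06, below the threshold of 1.1. DNHD1, a gene of the dynein heavy chain family, had an FPKM of 0.522, 0.255, 0.145 and 0.386 in the Zel libraries and 4.56, 9.11 and 0.0690 in the Ghezel libraries. TNFRSF9, a receptor of the tumor necrosis factor family, had 0.874, 0.272, 0 and 0.249 against 5.27, 3.61 and 0.0438. At both genes Ghezel 1 and Ghezel 2 lay above every Zel library, while Ghezel 3 lay below all 4 at DNHD1 and below 3 of them at TNFRSF9 (exact permutation tests, two-sided, p = 0.143 for DNHD1 and p = 0.171 for TNFRSF9). A few genes rested on 1 library. HSPB7, a small heat shock protein, had an FPKM of 60.5 on 3 implied fragments in Zel 3 and was listed at 0 in the other libraries. ENSOARG00000017834 had 15.5 in Zel 1 alone, from an assembled locus of 815 bases against 72 for the gene. CYP4F21 had 2.48 in Ghezel 2 alone, from an assembled locus of 243664 bases against 10119 for the gene. The locus of Table S1 that holds CYP4F21 also holds ENSOARG00000001451, which had 5.31 in Ghezel 1 alone, from an assembled locus of 185416 bases. ENSOARG00000014064, an ID that Table 3 gives both to NR4A3 and to an unnamed gene, was listed at 0 in all 7 libraries.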

The top 10 up- and down-regulated DEGs were sorted in Table 3.

**Figure 3:**
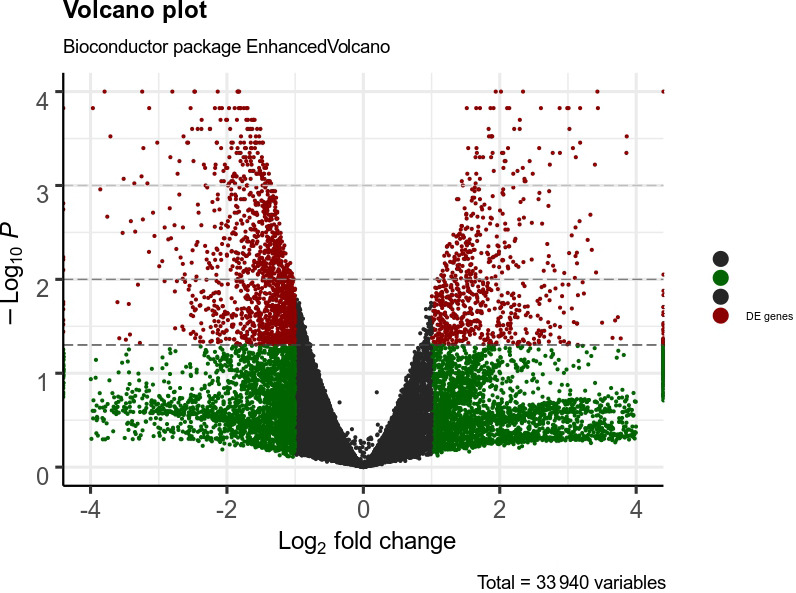
Volcano plot of expressed genes of adipose tissue of Zel (thin-tailed) compared to Ghezel (fat-tailed) sheep breeds. The y axis illustrates $-{\mathrm{log}}_{10}$ p values, and the x axis corresponds to a ${\mathrm{log}}_{2}$-fold change of gene expression between Zel and Ghezel sheep breeds. The red points represent significant genes (p value < 0.05).

**Figure 4:**
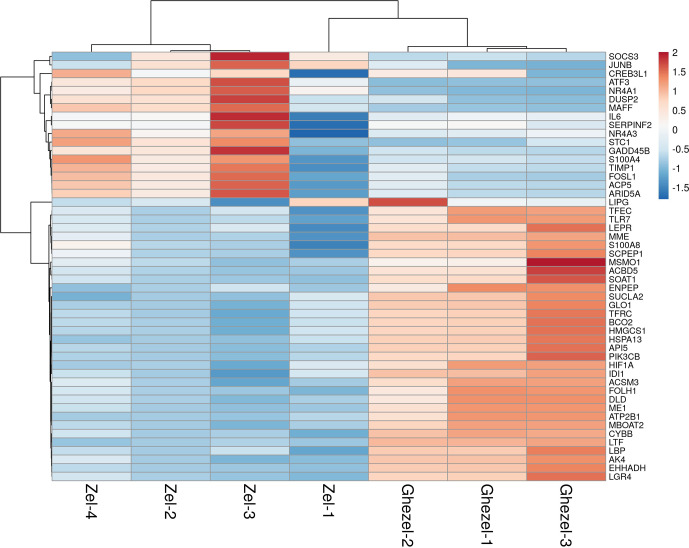
Expression profile of the 50 top differentially expressed genes in adipose tissue between Zel (thin-tailed) compared to Ghezel (fat-tailed) sheep breeds. Up- and down-regulated genes are separately colored with red and blue.

**Table 3:** Top 10 up- and down-regulated genes in adipose tissue of Zel (thin-tailed) compared to Ghezel (fat-tailed) sheep breeds.

Ensemble gene ID	Gene name	Log${}_{2}$
		(fold change)
Up-regulated genes		
ENSOARP00000014659	*IL6*	6.98
ENSOARG00000017834	Unnamed	6.30
ENSOARG00000004007	*LIPG*	5.66
ENSOARG00000018812	*HSPB7*	5.42
ENSOARG00000019972	*SCG5*	3.86
ENSOARG00000009963	*SAA1*	3.62
ENSOARG00000010042	*STC1*	3.56
ENSOARG00000009119	*CCL19*	3.44
ENSOARG00000014064	*NR4A3*	3.39
ENSOARG00000000175	*SOCS3*	3.36
Down-regulated genes		
ENSOARG00000014064	Unnamed	13.52
ENSOARG00000020086	*SLC15A2*	6.09
ENSOARG00000008620	*LTF*	5.71
ENSOARG00000017865	*DNHD1*	5.10
ENSOARG00000020354	*MOGAT1*	4.89
ENSOARG00000018816	*LBP*	4.69
ENSOARG00000001217	*CYP4F21*	4.47
ENSOARG00000014789	*MBOAT2*	4.28
ENSOARG00000010196	*TNFRSF9*	3.97
ENSOARG00000003714	*ENPEP*	3.78

### 3.4 Functional enrichment analysis

Gene ontology analysis of DEGs was done for cellular components, molecular function, and biological process categories using the web-based Enrichr tool. The results were reported as significant in the case that adjusted p<0.05. The total terms that were enriched in the cellular components and molecular function category for total DEGs and biological processes for up- and down-regulated DEGs are presented in four supplemental spreadsheet files (see Tables S2, S3, S4 and S5, respectively).

The cell component terms of “extracellular exosome”, “mitochondrion”, “peroxisome” and “extracellular matrix” as well as molecular function terms of “NAD binding”, “oligopeptide transporter activity” and “RNA polymerase II core promoter proximal region sequence-specific DNA binding” were significantly enriched with DEGs. Up- and down-regulated DEGs were mapped separately onto the KEGG pathway database to identify the related biological pathways with fat deposition (Fig. 5). For the 254 down-regulated DEGs in the Zel (thin-tailed) breed, 127 GO terms were significant (adjusted p<0.05), with most of the terms associated with fat metabolism. These are “monocarboxylic acid metabolic process”, “dicarboxylic acid metabolic process”, “acyl-CoA metabolic process”, “fatty acid metabolic process”, “cholesterol biosynthetic process”, “tricarboxylic acid metabolic process”, “glycerophospholipid biosynthetic process”, “membrane lipid metabolic process”, “fatty acid biosynthetic process”, “fatty-acyl-CoA metabolic process”, “fatty acid derivative biosynthetic process” and “long-chain fatty-acyl-CoA metabolic process”. The KEGG pathway analysis of down-regulated genes revealed 27 significant pathways (adjusted p<0.05) that had similar patterns to GO terms. These include “fatty acid biosynthesis”, “fatty acid metabolism”, “steroid biosynthesis”, “propionate metabolism”, and “pyruvate metabolism”. Furthermore, enrichment analysis of 78 up-regulated DEGs in the Zel (thin-tailed) breed showed 191 significant biological processes and 30 KEGG pathways that are related to fat metabolism. Some GO biological process terms for these genes such as “positive regulation of stress-activated mitogen-activated protein kinase (MAPK) cascade”, “activation of MAPKKK activity” and “positive regulation of p38MAPK cascade” are related to the “MAPK signaling pathway” which is activated during adipocyte lipolysis with rapid stimulation of hormone-sensitive lipase (HSL) activity.

**Figure 5:**
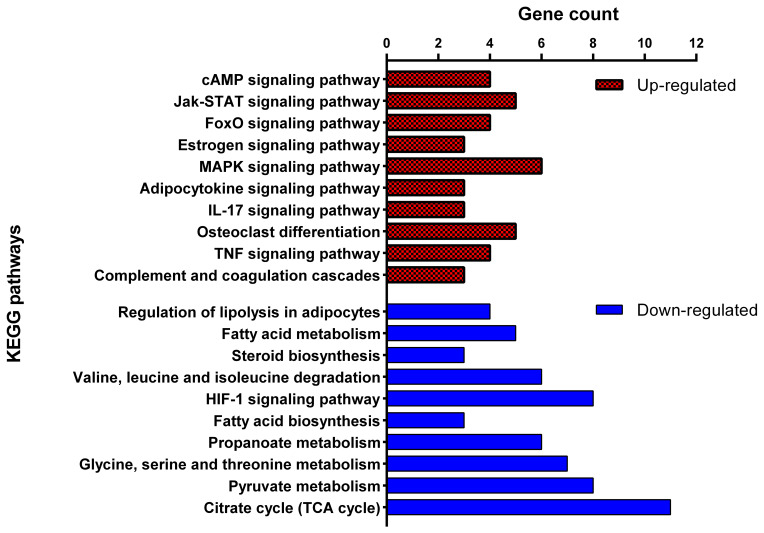
Top 10 significant Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched by up-regulated (red) and down-regulated (blue) differentially expressed genes of adipose tissue of Zel (thin-tailed) compared to Ghezel (fat-tailed) sheep breeds.

### 3.5 Protein–protein interaction (PPI) network and module analysis

To reach a greater understanding of the biological relationships between the genes of a complex process such as fat deposition, the information about the functions of genes and proteins is required. Therefore, protein–protein interaction analysis is necessary. The up- and down-regulated DEGs were analyzed separately with the STRING database (v 10.5) (https://string-db.org/) (Szklarczyk et al., 2016). Of 332 DEGs, 300 were annotated in the STRING database and utilized to construct the PPI network. Enrichment analysis showed that PPI networks were significantly enriched (adjusted-p<0.05). Text mining, databases, gene fusion, co-expression, and neighborhood interactions were considered for the network construction. Disconnected nodes were deleted in the PPIs and scores of interaction confidence (confidence score < 0.4) were considered. To define the functional modules, the constructed networks were clustered with the K mean algorithm to the three modules. K mean is a common clustering algorithm that classifies a dataset into K (a predefined number) categories (Le and Kim, 2015). The Cytoscape plug-in cytoHubba (v 3.7.2) was applied to detect the hub genes with the MCC method. MCC has better accuracy for predicting principal proteins and hub genes in the PPI network (Chin et al., 2014; Chen et al., 2009). Hub genes have a main effect on the network topology (Albert and Barabási, 2002).

In Fig. 6, the up-regulated DEGs in the red module (PPI enrichment p value: $3.92\times 10^{-11}$) included significant functional terms such as osteoclast differentiation (false discovery rate, FDR = 0.00060), insulin resistance (FDR = 0.0123), TNF signaling pathway (FDR = 0.0123), *IL-17* signaling pathway (FDR = 0.0123), complement and coagulation cascades (FDR = 0.0123), Jak-STAT signaling pathway (FDR = 0.0125), and cytokine–cytokine receptor interaction (FDR = 0.0200). DEGs in the blue module (PPI enrichment p value: $8.45\times 10^{-9}$) were included p53 signaling pathway (FDR = 0.00074), FoxO signaling pathway (FDR = 0.00074) and MAPK signaling pathway (FDR = 0.0016). *IL-6* and *JUNB* genes were also found as hub genes in the red and green module of up-regulated PPI, respectively.

**Figure 6:**
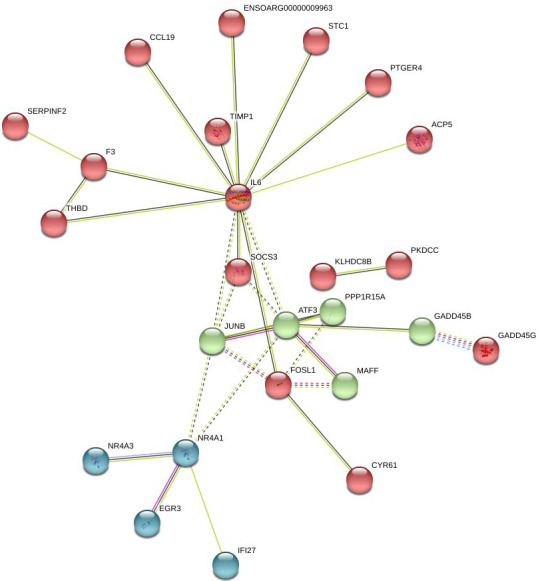
Protein–protein interaction (PPI) network and functional module analysis of up-regulated differentially expressed genes of adipose tissues of Zel (thin-tailed) compared to Ghezel (fat-tailed) sheep breeds.

In Fig. 7, the down-regulated DEGs in the green module (PPI enrichment p value: 0.0127) were significantly enriched in functional terms such as fatty acid biosynthesis (FDR = 0.00022), fatty acid metabolism (FDR = 0.00044), propionate metabolism (FDR = 0.00057) and pyruvate metabolism (FDR = 0.00057). Significant terms in the green module were more strongly associated with fat metabolism than the other modules. DEGs in the red module (PPI enrichment p value: $5.55\times 10^{-16}$) were related to glycine, serine and threonine metabolism (FDR = $9.58\times 10^{-5}$); pyruvate metabolism (FDR = 0.00049); glycolysis/gluconeogenesis (FDR = 0.0030); and HIF-1 signaling pathways (FDR = 0.0167), as well as biosynthesis of amino acids (FDR = 0.0246), biotin metabolism (FDR = 0.0257) and regulation of lipolysis in adipocytes (FDR = 0.0472). DEGs in the blue module (PPI enrichment p value: $1.0\times 10^{-16}$) were related to steroid biosynthesis (FDR = $1.25\times 10^{-11}$) and terpenoid backbone biosynthesis (FDR = 0.00021). Also, the *HMGCS1* gene was identified as a hub gene for the green module, *VPS35* as a hub gene for the blue module and *VPS26A* as a hub gene for the red module in down-regulated PPI.

**Figure 7:**
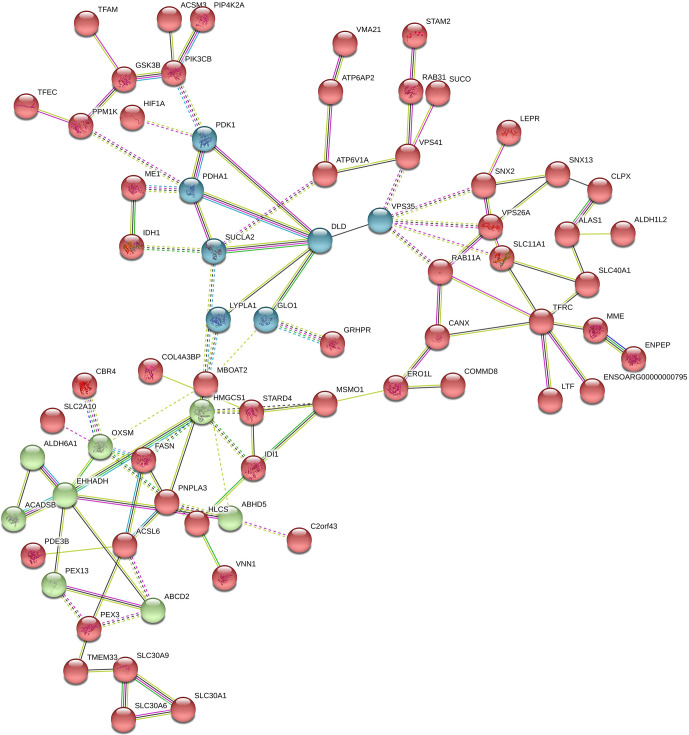
Protein–protein interaction (PPI) network and functional module analysis of down-regulated differentially expressed genes of adipose tissues of Zel (thin-tailed) compared to Ghezel (fat-tailed) sheep breeds.

### 3.6 Structural classification of proteins

Total DEGs were imported to a web-based pathway studio. Out of 332 DEGs, 107 were present in seven classes, including transporter, transcription factor, receptor, ligand, protein kinase, protein phosphatase and pseudogene. Expression patterns of the DEGs were mainly classified as genes encoding transporters, transcription factors and receptors, respectively. PCA results demonstrated that most of the DEGs in each of the aforementioned three clusters showed a distinct expression profile of tail fat in two sheep breeds (Fig. 1). Also, some of the annotated DEGs in the transcription factor class, such as *JUNB*, *NR4A3*, *HIF-1* α, *FOSL1*, *MAFF*, *NR4A1*, *CREB3L1*, and *ATF3* were related to lipolysis function. More interesting is that all aforementioned genes except the *HIF-1* α gene were up-regulated in the Zel (thin-tailed) breed. Gene expression is regulated by activating or suppressing transcription factors, so the aforementioned DEGs may have stimulated lipolysis of fat in the tail of Zel (thin-tailed) sheep.

### 3.7 Validation of differentially expressed genes

To validate the DEGs of the current study we reanalyzed the data of the Bakhtiarizadeh et al. (2019) study. The Venn diagram of the DEGs showed 35 common DEGs between the two studies (Fig. 8). Of the 35 common genes between the two studies, 28 genes showed the same direction expression and 7 genes demonstrated opposite direction of expression. Their common genes and expression direction are presented in a supplemental spreadsheet file (see Table S6). Among the DEGs that were validated by q-RT-PCR in the study of Bakhtiarizadeh et al. (2019), we detected three common DEGs including *S100A8*, *TNNC1* and *JUNB* genes. Two out of those three genes showed the same expression patterns (Fig. 9).

**Figure 8:**
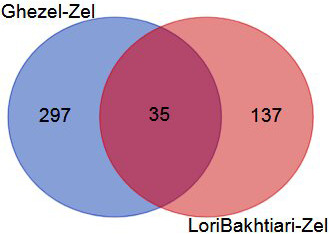
Venn diagram of the differentially expressed genes in the current study (Ghezel vs. Zel comparison) and Bakhtiarizadeh et al. (2019) study (Lori-Bakhtiari vs. Zel comparison).

**Figure 9:**
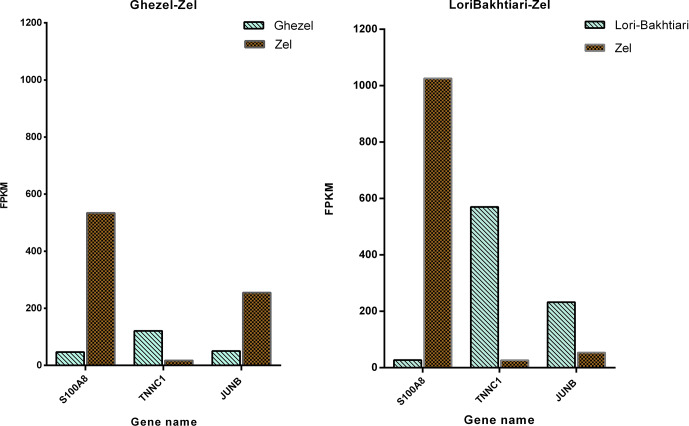
Gene expression levels of three differentially expressed genes in the current study and Bakhtiarizadeh et al. (2019) study. y axis illustrates the expression levels of three genes based on FPKM value.

## 4 Discussion

The mechanism of fat deposition is complex and the improvement of meat production is of great importance in sheep breeding. The main goal of the present study was to define the genetic mechanisms underlying lipid storage in the tail of Iranian sheep breeds. The comparison of two morphologically different sheep breeds was made with regard to the effect of breed on fat deposition. In our study, samples of tail fat tissues were collected at the end of adipocyte differentiation stage. So, the higher expression level in the adipocytes of the fat-tailed breed demonstrates the stronger role of these genes in adipose metabolism than in thin-tailed sheep breeds. Classification of proteins also showed that, out of 35 DEGs in the transporter class, 11 DEGs belonged to the SLC families. SLC transporters are the largest transporter family and responsible for transporting inorganic ions, amino acids and lipids across the membrane. All these genes were up-regulated in the Ghezel (fat-tailed) breed. Therefore, it can be postulated that the overexpression of SLC family genes in the Ghezel (fat-tailed) breed might contribute to the accumulation of fat in the tail.

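SLC15A2, a peptide transporter of the solute carrier families, had higher values in Ghezel 1 and Ghezel 2 than in any Zel library. It is at 184627807 to 184668684 of chromosome 1. Its FPKM was 4.57 in Ghezel 1 and 7.10 in Ghezel 2, but it was listed at 0 in Ghezel 3. The value of Ghezel 1 comes from an assembled locus of 107112 bases, against 40878 for the gene, and also covers the neighbouring gene ENSOARG00000020092. The Zel libraries had 0.0234, 0.0910, 0 and 0.0588. The log2 ratio of the breed means was -6.55 (-7.34 without Zel 2 to -5.67 without Ghezel 2, and -3.74 with quantile normalization), and the log2 fold change was -1.82, from -2.73 without Ghezel 3 to -1.19 without Ghezel 2 (standard error 0.71, adjusted p = 0.770 from limma). The difference was not larger than the spread of the libraries (exact permutation test, two-sided, p = 0.143).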

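ENSOARG00000018603 was detected in every library at a very high FPKM. It spans 117 bases, and its FPKM was 138027, 53989, 15636 and 114213 in Zel 1 to Zel 4 and 142970, 123933 and 64666 in Ghezel 1 to Ghezel 3. Between 2 and 11 implied fragments lie behind these values, and the difference between the breeds was within the spread of the libraries (exact permutation test, two-sided, p = 0.429). ENSOARG00000007815, a feature of 75 bases at 89459978 to 89460052 of chromosome 6, had an FPKM of 843183 on 1 implied fragment in Zel 1 and 1.26e+06 on 2 in Ghezel 3. It was listed at 0 in the other 5 libraries. ENSOARG00000007849 spans 13975 bases, and its FPKM was 2.37, 1.17, 0 and 0 in the Zel libraries and 1.25, 0 and 0.177 in the Ghezel libraries. ENSOARG00000000741 and ENSOARG00000020353 were not analysed here.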

Out of the top 10 highly expressed genes, 4 were in common in both breeds, including ENSOARG00000000741, ENSOARG00000007849, ENSOARG00000020353 and ENSOARG00000018603. It seems that these genes have an important, determinant role in the metabolism of adipose tissue. Furthermore, fatty acid binding protein 4 (*FABP4* = ENSOARG00000009344) and cytochrome c oxidase 1 (*COX1* = ENSOARG00000000016) genes may play an important role in the regulation of fat deposition in the Ghezel (fat-tailed) breed. *FABP4* is a well-known gene that is involved in lipid metabolism, and it has been demonstrated that its plasma level is progressively increased according to body mass index (BMI) (Queipo-Ortuño et al., 2012) and shows a positive correlation with body weight (r=0.377) (Auguet et al., 2014). Furthermore, recent studies have shown that *COX* pathways may be involved in both increased size and the number of mature adipocytes in the differentiation pre-adipocyte process. These results suggested that two isoforms of *COX* had different functions: with *COX2*, which is involved in body fat regulation, and *COX1*, whose role is not yet determined (Yan et al., 2003). As a result, although further research is needed to determine the effect of *COX1* and *FABP4* genes on the accumulation of fat in the tail, the higher expression of both *COX1* and *FABP4* genes in the Ghezel (fat-tailed) than in the Zel (thin-tailed) breed might suggest a potential role for them in the deposition of excessive fat in the tail of fat-tailed sheep breeds (Fig. 2).

Results of up- and down-regulated DEGs show that some down-regulated DEGs in the Zel (thin-tailed) breed such as *LTF*, *LBP*, *MOGAT1* and *MBOAT2* are related to lipid storage. 

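All 4 of these genes had higher breed means in Ghezel, and at LTF, LBP and MBOAT2 this came from Ghezel 1 and Ghezel 2. LTF encodes lactoferrin and lies at 52870333 to 52903163 of chromosome 19. Its FPKM was 128 and 125 in Ghezel 1 and Ghezel 2 but 0.345 in Ghezel 3, against 8.61, 3.01, 1.11 and 0.494 in Zel 1 to Zel 4. The values of Ghezel 1 and Ghezel 2 rest on 3372 and 3258 implied fragments and come from assembled loci of 33838 and 34065 bases. The values of Ghezel 3 and of Zel 2 to Zel 4 are those of the gene's own 32831 bases. That of Ghezel 3 rests on 34.7 implied fragments, and it is not measured on quite the same feature as those of Ghezel 1 and Ghezel 2. The log2 ratio of the breed means was -4.81 (-5.75 without Zel 1 to -4.32 without Ghezel 2) and the log2 fold change -3.11, with -5.33 without Ghezel 3, -2.03 without Ghezel 1, -1.96 without Ghezel 2 and -1.68 with a batch term for the naming of the tables (standard error 1.58; exact permutation test, two-sided, p = 0.257). LBP, at 66798218 to 66835015 of chromosome 13, had an FPKM of 24.1, 60.5 and 0.130 in the Ghezel libraries and 0.241, 3.82, 0 and 0.0880 in the Zel libraries. Its log2 ratio of the means was -4.76, and -8.26 without Zel 2, which held the highest Zel value, and -3.41 without Ghezel 2 (exact permutation test, two-sided, p = 0.2). MBOAT2, an acyltransferase of membrane phospholipids at 18219936 to 18275414 of chromosome 3, had 46.4, 55.6 and 2.96 in Ghezel and 6.55, 3.95, 0.556 and 3.94 in Zel. Its log2 ratio of the means was -3.34, from -3.89 without Ghezel 3 to -2.74 without Ghezel 2 (exact permutation test, two-sided, p = 0.171). MOGAT1, which makes diacylglycerol from monoacylglycerol, was the only one of the 4 with all 3 Ghezel libraries above all 4 Zel libraries. Its FPKM was 2.89, 11.7 and 0.850 in Ghezel and 0.426, 0.322, 0 and 0 in Zel, with a log2 ratio of the means of -4.91 (-5.55 without Zel 1 to -3.28 without Ghezel 2). The exact permutation p was 0.0286, the smallest the design allows, and 0.4 after adjustment over the genes of Table 3. The locus of MOGAT1 lies at 223855234 to 223871560 of chromosome 2, but the assembled loci of Ghezel 1 and Ghezel 2 spanned 35581 and 40118 bases. By limma, the adjusted p was 0.770 for each of the 4 genes, and it was at least 0.101 under every other setting tried. Without Ghezel 3, adjusted over the genes of Table 3 alone, it was 0.00288 for LTF, 0.00354 for LBP and MBOAT2 and 0.00744 for MOGAT1. Small values are expected there, because the study chose these genes on the same samples and the library left out is the one that goes against them. With array weights and all 7 libraries kept, this list-alone adjusted p was 0.0219 for LTF, LBP and MBOAT2 and 0.0383 for MOGAT1. The choice of the genes on the same samples holds there too. In the main fit it was 0.149 for each of the 4. Without the 3 libraries of the shortest loci, a later choice, it was 0.00303 to 0.0416.

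**Figure D4:**
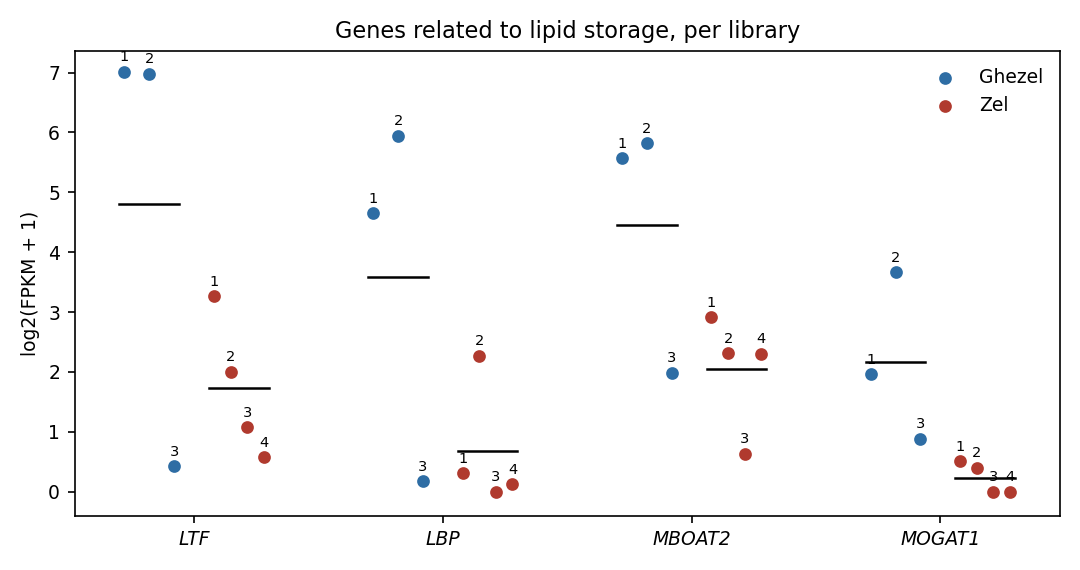
Log2(FPKM + 1) of LTF, LBP, MBOAT2 and MOGAT1, 1 point per library with its replicate number, and a line at the mean of the breed. Ghezel 1 and Ghezel 2 lie above all Zel libraries at each gene, and Ghezel 3 does so at MOGAT1 alone.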

Min et al. (2018) reported that lactoferrin (LTF) has favorable effects on body weight and lipid accumulation in mice. In another study the up-regulation of LTF has been observed in Small-tailed Han sheep as compared with that of Tibetan thin-tailed sheep (Ma et al., 2018). Up-regulation of LTF in the Ghezel (fat-tailed) breed suggests that this gene has a key function in fat deposition in fat-tailed sheep breeds. Another down-regulated DEG in the Zel (thin-tailed) breed is lipid-binding protein-5 (*LBP-5*) gene. As a result, the lipid-binding protein family is essential for homeostasis of fatty acid and lipid transfer (Moreno-Navarrete et al., 2017), and *LBP-5* regulates fat accumulation in *Caenorhabditis elegans* and is bound directly to fatty acids with varying affinities (Xu et al., 2011). Indeed, FABPs are members of the intracellular LBP that have a role in the accumulation of fat (Zheng et al., 2013). Similar to *LBP-5*, the expression of the monoacylglycerol O-acyltransferase 1 (*MOGAT1*) gene is inversely correlated with the lipolytic rate, and its suppression results in the enhancement of basal lipolytic activity (Liss et al., 2018; Shi et al., 2019). So this result suggests that the up-regulation of the aforementioned genes can make more fat deposition in the tail of the Ghezel (fat-tailed) breed (Table 3). Some up-regulated DEGs in the Zel (thin-tailed) breed are associated with fat lipolysis, such as *IL6*, *SAA1*, *LIPG*, *NR4A3* and *SOCS3* (Table 3). As a result, both inhibitions of lipolysis and the promotion of lipogenesis could lead to the increment of fat in the tail of Ghezel (fat-tailed) sheep. In contrast, the overexpression of the aforementioned genes in the thin-tailed breeds may result in a smaller tail. 

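The mean levels of LIPG, SAA1 and SOCS3 were higher in Zel, with large differences among the Zel libraries, which were not all read on the same span at these genes. LIPG, which encodes endothelial lipase, is at 49374831 to 49399731 of chromosome 23. Its FPKM was 117 in Zel 2 and 5.31 in Zel 1, but it was listed at 0 in Zel 3 and was 0.0373 in Zel 4. The Ghezel libraries had 1.83, 0.326 and 0. The values of Zel 3, Zel 4, Ghezel 2 and Ghezel 3 were read on the gene's own 24901 bases. Those of Zel 1, Zel 2 and Ghezel 1 were read on assembled loci of 27078, 25243 and 25137 bases. The log2 ratio of the breed means was 5.53, 1.14 without Zel 2 and 7.52 without Ghezel 1 (exact permutation test over all libraries, two-sided, p = 0.514). SAA1, an acute-phase protein at 25823134 to 25829605 of chromosome 21, had an FPKM of 16.3, 1302, 8.19 and 41.5 in Zel 1 to Zel 4 and 67.9, 1.55 and 3.56 in Ghezel 1 to Ghezel 3. Its log2 ratio of the means was 3.97, -0.20 without Zel 2 and 7.29 without Ghezel 1 (exact permutation test over all libraries, two-sided, p = 0.343). The assembled loci of SAA1 in Zel 2, Zel 4 and Ghezel 1 spanned 44348 to 71388 bases, against 6472 for the gene, so these values also cover its neighbours. SOCS3, which inhibits cytokine signaling and is at 52828414 to 52829103 of chromosome 11, had higher values in 3 of the 4 Zel lambs than in Ghezel. Its FPKM was 49.6, 104 and 59.0 in Zel 1 to Zel 3 and 0.440 in Zel 4, against 6.74, 6.39 and 7.35 in Ghezel. The value of Zel 4 is that of the gene's own 690 bases on 1.99 implied fragments, while those of the other libraries come from assembled loci of 2322 to 2995 bases, so Zel 4 is not measured on the same feature. The log2 ratio of the means was 3.04, from 2.41 without Zel 2 to 3.46 without Zel 4 (exact permutation test over all libraries, two-sided, p = 0.314). With the replicate number as a block, in which Zel 4 has no partner, the log2 fold change was 3.17 against 1.76 without the block. With no block it was also 3.17 when Zel 4 was left out, and 1.05 when Zel 2 was. With the block, the adjusted p of SOCS3 was 0.792 over all loci. Over the genes of Table 3 alone, a list chosen on these samples, it was 0.0154, against 0.331 without the block. STC1, another gene that Table 3 lists as higher in Zel, had 6.38, 61.2, 0.223 and 17.3 in Zel and 1.25, 1.35 and 0.434 in Ghezel (exact permutation test, two-sided, p = 0.2). Its values in Zel 3 and Ghezel 3 are those of the gene's own 11891 bases. The others come from assembled loci of 14672 to 14781 bases. By limma, the adjusted p of each of the 4 genes was 0.770 and at least 0.272 under every other setting tried. IL6 was not analysed here. For NR4A3, Table 3 gives an ID that it also gives to an unnamed gene and that was listed at 0 in all 7 libraries, so NR4A3 was not analysed apart from it. From the higher levels of genes of lipid storage in Ghezel and of lipolysis in Zel, the paper proposes that inhibited lipolysis and promoted lipogenesis could raise the fat of the Ghezel tail, and that lipolysis may make the Zel tail smaller.

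**Figure D5:**
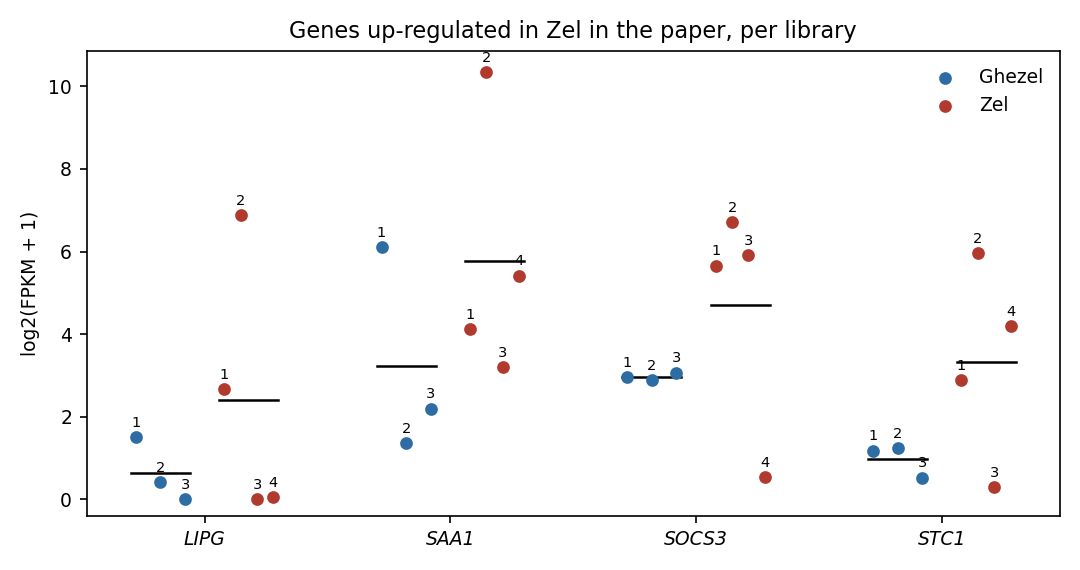
Log2(FPKM + 1) of LIPG, SAA1, SOCS3 and STC1, 1 point per library with its replicate number, and a line at the mean of the breed. Zel 2 is the highest library at each gene, and 1 or 2 Zel libraries lie below the Ghezel mean at LIPG, SOCS3 and STC1.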

One of the important genes in the lipolysis of fatty acids is nuclear receptor subfamily 4 group A member 3 (*NR4A3*). There have been reports that the overexpression of NR4A3 produced a marked reduction in body weight in mice and several insulin-resistant rodent models (Walton et al., 2016). Similar to *NR4A3*, endothelial lipase (*LIPG*) is a form of lipase that is secreted by vascular endothelial cells and plays an important role in lipoprotein metabolism and the lipid composition of cells (Justine et al., 2018). Lipase characteristics of this gene suggest a significant pivotal degradation role for decreasing fat deposition. Another up-regulated gene in the Zel (thin-tailed) breed was serum amyloid A1 (*SAA1*), which has been reported to play a critical role in the β oxidation of lipids as well as in promoting lipolysis and inhibiting the expression of genes related to lipogenesis. *SAA1* inhibited the expression of perilipin which acts as a protective coating from the body's natural lipases, such as hormone-sensitive lipase (*HSL*) (Wang et al., 2010). Like other up-regulated DEGs, interleukin-6 (*IL-6*) participates in the metabolism of fat, which elevates lipolysis and the release of liver free fatty acids and triglycerides (Zhang et al., 2014). *IL-6* affects lipid metabolism and, being a lipolytic factor, stimulates the lipolysis and oxidation of fatty acids in humans (van Hall et al., 2003; Xu et al., 2018), bovines (Contreras et al., 2017b) (Contreras et al., 2017a), mice (Han et al., 2018; Ma et al., 2015) and rats (Nonogaki et al., 1995). But the role of *IL-6* in lipolysis of the fat in sheep has not yet been fully elucidated. Up-regulation of this gene may contribute to the lipolysis of fatty acids in the tail of the Zel (thin-tailed) breed. *IL-6* is, also, a hub gene in the red module of the PPI network of up-regulated genes (Fig. 6) with a pivotal interaction with other DEGs. These findings suggest an important role for aforementioned genes in decreasing fat deposition in the tail of the Zel (thin-tailed) breed. *IL-6* was also enriched in several significant GO terms including “positive regulation of cellular process” and “regulation of signaling receptor activity”.

Results of enrichment analysis revealed that several pathways are involved in lipolysis such as tumor necrosis factor (TNF) signaling and MAPK signaling pathways. *IL-6* gene is one of the important genes that enriched the mentioned pathways. MAPK is the main signal-regulating lipid metabolism. Activation of MAPK inhibits fat synthesis and promotes fatty acid oxidation (Grisouard et al., 2012). Interestingly, the *IL-6* gene has a strong role in MAPK signaling and TNF signaling pathways, because *IL-6* promotes lipid breakdown, glycolysis and fatty acid oxidation in skeletal muscle and adipose tissues via the MAPK signaling pathway. Ruderman et al. (2006) showed that *IL-6* is mainly found in adipose tissue and the center of the hypothalamus and regulates the body fat composition. The deletion of the *IL-6* gene in mice led to obesity and insulin resistance (Matthews et al., 2010; Duszka et al., 2013). In general, most of the pathways related to lipolysis have *IL-6* in common. Other enriched DEGs in the MAPK pathway such as nuclear receptor subfamily 4 group A member 1 (*NR4A1*) (Zhao et al., 2018), dual specificity phosphatase 1 (*DUSP1*) (Wu et al., 2015), growth arrest and DNA damage-inducible beta (*GADD45B*) (Kim et al., 2014), and growth arrest and DNA damage-inducible gamma (*GADD45G*) (Fuhrmeister et al., 2016) were associated with lipid metabolism. Up-regulation of these genes may result in an increased lipolysis in Zel (thin-tailed) sheep. One of the other KEGG signaling pathways that is enriched by *IL-6* is the TNF signaling pathway, which removes lipid droplets of perilipin and activates hormone-sensitive lipase (HSL) and adipose triglyceride lipase (ATGL). Both HSL and ATGL release free fatty acids by acting on triacylglycerol and diacylglycerol (Yang et al., 2011). Other up-regulated DEGs that are enriched in the TNF signaling pathway are CAMP responsive element binding protein 3 like 1 (*CEREBL1*), *JunB* proto-oncogene, AP-1 transcription factor subunit (*JUNB*) and suppressor of cytokine signaling (*SOCS3*), related to lipolysis of fat. The TNF signaling pathway is well-known to increase adipocyte lipolysis (Feingold et al., 1992; Green et al., 1994; Hauner et al., 1995; Kawakami et al., 1987). A recent study demonstrated that *SOCS3* plays a critical role in the regulation of fatty acid β oxidation and is an important factor for lipid metabolism (Luo et al., 2011). Interestingly, our findings showed a strong interaction between *IL-6* and *SOCS3* genes. The *CREB3L1* gene has also been reported to increase glycerol release and has significant effects on lipolysis by participating in the CAMP signaling pathway. According to Ehrlund et al. (2017), *CREB3L1* knockdown led to reduced glycerol release and had significant effects on lipolysis. Wang et al. (2016) investigated the involvement of *CREB3L1* in the maintenance of lipid homeostasis and found that CREB3L1 deletion leads to a defect in triglyceride (TG) lipolysis, resulting in higher levels of plasma TG. Up-regulation of these genes may enhance adipocyte lipolysis and increase the concentrations of circulating free fatty acids in the Zel (thin-tailed) breed. The results of the current work may suggest a crucial role for DEGs related to TNF signaling and MAPK signaling pathways, especially for *IL-6*, in increasing lipid lipolysis, and also in differentiating the thin-tailed sheep breeds from fat-tailed ones.

Finally, validation of three selected DEGs revealed that two of them (i.e. *TNNC1* and *S100A8*) had the same direction of expression in our study and the study of Bakhtiarizadeh et al. (2019). Results of the two studies show that *TNNC1* and *S100A8* genes had higher and lower expression in fat-and thin-tailed sheep breeds, respectively. Troponin C1, slow skeletal muscle and cardiac type (*TNNC1*) are related with the tenderness of meat (Wang et al., 2020). Also, an important paralog of this gene is troponin C2, fast skeletal type (*TNNC2*), which exists in the longissimus muscle area and is strongly related with fat deposition (Silva et al., 2019). *S100A8* is a well-known inflammatory-response related gene of obese adipose tissue that emphasize its essential role on the pathogenesis of obesity (Sekimoto et al., 2015). High circulating levels of *S100A8* in obese individuals have been confirmed in mice (Sekimoto et al., 2012) and human (Chen et al., 2020). But *S100A8* gene in two study were up-regulated in Zel (thin-tailed) breed. Unlike the above two genes, the *JUNB* gene had a different expression direction, and as mentioned above, this gene is enriched in the TNF signaling pathway, which is one of the important pathways for fat lipolysis. In addition, the *JUNB* gene in the green module of up-regulated genes as a hub gene may play a major role in fat lipolysis.

## 5 Conclusions

In the present study, we compared the gene expression profile of the Ghezel (fat-tailed) with that of the Zel (thin-tailed) sheep breed with focus on genes related to fat metabolism. Our results indicate that known fat metabolism pathways such as “fatty acid metabolism”, “fatty acid biosynthesis”, “pyruvate metabolism” and “HIF-1 signaling pathway” are more active in the deposition of fat in the tail of Ghezel (fat-tailed) sheep, whereas “TNF signaling pathway” and “MAPK signaling pathway” and related genes stimulate lipolysis in Zel (thin-tailed) sheep. Differential expression of some fat-metabolism-related genes such as *IL-6*, *NR4A1*, *SOCS3*, *ATF3*, *CREB3L1*, *HIF-1* α, *HMGCS1*, *JUNB*, *LIPG*, *NR4A3*, *FOSL1*, *VPS35*, *VPS26A*, *LTF*, *LBP* and *MBOAT2* might contribute to the genetic and morphologic diversity of sheep breeds. *IL-6*, *LIPG* and *SAA1* genes were associated with fat lipolysis and *LTF*, *LBP*, *MOGAT1* and *MBOAT2* were associated with fat deposition at a very high level of expression in the Zel (thin-tailed) and Ghezel (fat-tailed) breeds, respectively. Strong interaction between the up-regulated DEGs was shown via PPI network analysis. This implies that DEGs of these modules, especially the *IL-6* gene, are major candidate genes in the tail fat metabolism of sheep. Our findings also showed that enriched modules with significant KEGG pathway terms have a strong association with fat metabolism. In addition, the structural classification of proteins showed that the DEGs under the transcription factor class play an important role in the lipolysis of the Zel (thin-tailed) breed. Finally, our findings led to a further understanding of the distribution and regulation of fat deposition in different types of tails in sheep breeds.

## Supplement

10.5194/aab-64-53-2021-supplement The supplement related to this article is available online at: https://doi.org/10.5194/aab-64-53-2021-supplement.

## Data Availability

The generated raw RNA-Seq data were deposited into the NCBI SRA database with BioProject accession number PRJNA598581.

# Supplementary material for: Molecular mechanisms of fat deposition: IL-6 is a hub gene in fat lipolysis, comparing thin-tailed with fat-tailed sheep breeds
**Source:** Arch Anim Breed. 2021 Feb 17;64(1):53–68. doi: 10.5194/aab-64-53-2021
**Supplement:** The supplement related to this article is available online at: https://doi.org/10.5194/aab-64-53-2021-supplement.

## *Supplement of*

# **Molecular mechanisms of fat deposition: *IL-6* is a hub gene in fat lipolysis, comparing thin-tailed with fat-tailed sheep breeds**

**Sana Farhadi et al.**

- [aab-64-53-2021-supplement-title-page.pdf](#)
- Supplementary
  - [S1.xlsx](#)
  - [S2.xlsx](#)
  - [S3.xlsx](#)
  - [S4.xlsx](#)
  - [S5.xlsx](#)
  - [S6.xlsx](#)

The copyright of individual parts of the supplement might differ from the CC BY 4.0 License.

How the deposited data were processed for this re-analysis (not part of the article)

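RNA-seq libraries of the tail adipose tissue of 4 Zel (thin-tailed) and 3 Ghezel (fat-tailed) male lambs, slaughtered at 7 months, were used, with 1 library per lamb. The paper describes poly(A) enrichment and paired-end reads of 150 bases on the HiSeq2000 platform. According to its methods, the authors checked reads with FastQC v0.11.5, trimmed them with Trimmomatic v0.35, mapped them to the sheep genome v4.0 with Bowtie v2.2.4, SAMtools v1.3.1 and TopHat v2.1.1, and assembled and quantified transcripts with Cufflinks and Cuffdiff v2.2.1. The sample labels name Oar_v3.1 as the genome. The annotation release is not given in the sources used here.

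The authors deposited 1 Cufflinks gene table per library, and its values are FPKM, normalized by the authors for transcript length and mapped fragments. Each table also gives the lower and upper bounds of the FPKM confidence interval and a status. The status was not OK at 1 locus in Zel 3 and 2 loci in Zel 4, and these values were taken as missing. Counts of reads were not used here. The bounds of a Cufflinks interval lie 2 standard deviations from the FPKM, so an FPKM and its upper bound imply a number of fragments. Of the loci with under 200 implied fragments, 34.2% to 37.7% per library came out whole within 0.02, so the implied fragments are a lower bound of depth and not counts, and no count model was run on them. The median implied number of fragments at a tested locus was 328, 254, 116 and 166 in Zel 1 to Zel 4 and 279, 259 and 267 in Ghezel 1 to Ghezel 3. Intervals and floors from such numbers cover counting error only.

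The design written before the data were examined used the reference gene IDs present in all 7 tables. Expressed loci in these tables mostly carry IDs of their own library, and 8007 of the 10204 shared reference IDs were at 0 in every library, which left 334 genes at a mean FPKM of at least 1. The features were therefore changed, after the format was seen and before any test was run, to loci matched by position. A locus was matched when its spans in all 7 libraries were reciprocal best overlaps of at least 0.8 of the longer span. This gave 22094 loci, of which 8177 had a mean FPKM of at least 1. The tests, thresholds, pseudocount, scaling, filter and the alternatives named as such in the closing section were otherwise set before the data were examined. The size factors were 1.11, 0.900, 0.940 and 1.04 for Zel 1 to Zel 4 and 1.00, 0.888 and 1.15 for Ghezel 1 to Ghezel 3. Log2(FPKM + 1) values were compared with limma (trend, Benjamini-Hochberg adjustment), and a locus was called at an adjusted p under 0.05 and a log2 fold change beyond 1.1. Single genes and shares were compared with an exact permutation test over all 35 splits of the 7 libraries into 4 and 3, two-sided, whose smallest p is 0.0286.

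Genes were named as follows. Every gene that the paper names in its text, Table 3 or Fig. 9 was to be named, and the genes with the largest changes among called loci with all Zel libraries on one side of all Ghezel libraries. The second part gave no gene. The values in the tables of the paper had been seen when this rule was written. The tables pair few IDs with gene symbols, so a gene was analysed when a reference ID and its position stood in a table. Its value in a library is that of the locus with the largest overlap relative to the longer span. 0 IDs matched the table of RefSeq genes. IL6, CCL19, ENPEP, FABP4, COX1, JUNB, TNNC1, S100A8, HIF1A, HMGCS1, VPS35 and VPS26A were not analysed here. Neither were NR4A1, ATF3, CREB3L1, FOSL1, MAFF, DUSP1, GADD45B and GADD45G. Table 3 gives ENSOARG00000014064 both to NR4A3 and to an unnamed gene, so its values cannot be given to either. Of 51 gene lists fixed before the data were examined, none had 5 or more members on placed loci, so no gene list was tested. The enrichment of pathways and the protein networks of the paper were not analysed here.

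Zel and Ghezel libraries share the replicate numbers 1 to 3. The deviations of same-number libraries from their breed means correlated over the loci with 0.258, 0.141 and 0.302 for the numbers 1 to 3, all over 0.1, so a fit with the number as a block was set beside the main one. The link rests on these correlations alone, and 3 other pairs of libraries also correlated above 0.1, with 0.295 for Zel 2 and Ghezel 1. The lambs are separate animals, and neither the labels nor the paper ties the numbers to a shared day or litter.

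The alternatives were a pseudocount of 0.1, no filter, no scaling, quantile normalization, all values whatever their status, limma array weights, the replicate number as a block, a batch term from the naming of the tables, and leaving out each library in turn. The ratio of breed means, a lower overlap, implied fragments, a span covariate and leaving out the libraries of the shortest loci were added after the data were seen. The reference IDs, the features of the first design, were kept as a further alternative. The fit was tested on simulated data before use. Of 100 loci among 8174 changed by a log2 fold change of 4, 65% were called, with 7 false calls over both sizes of change. With the spread that is left after PC1 is removed, 85% were called. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.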

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

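The count of calls over the splits and the comparison of Ghezel 3 with Zel 3 and Zel 4 were set before their results were seen, and the other tests of this part were chosen afterwards.

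Among all 35 splits of the libraries into 4 and 3, that of Zel 3, Zel 4 and Ghezel 3 from the other 4 gave the most calls, 1565 loci, against 0 between the breeds, which points to a structure of the samples. On PC1 only Zel 3 and Zel 4 stood apart, while Ghezel 3 lay between them and the others (-5.19), closest to Zel 1 by correlation (0.857). Of the splits, 27 gave no call, and the most of any other split was 4. All 35 splits reach a count of 0 by construction, so the count of calls says nothing about chance. At an unadjusted p under 0.05, 11 of the 35 splits gave at least the 300 loci of the breeds, the highest other 3239, so chance cannot be excluded for that number. The 3 libraries come from both breeds, which is how the split is made up and no test of breed. A batch that follows the naming of the tables cannot be told apart, since only 1 library, Zel 1, would lie on the wrong side, although the split by the naming itself gave only 4 calls. The implied fragments, which are lower bounds, differ little, from 7308112 in Zel 2 to 7827375 in Zel 1, and FPKM is already normalized for library size. By their order alone library size cannot be told apart either, since the 3 libraries had more than the others except Zel 1 (1 of the other 4). Table 1 of the paper does not settle it, with its fewest mapped reads in Zel 3 and Zel 4 but its most in Ghezel 3, or a middle number if Table 1 is numbered as Table 2 is. A lower yield of long loci in these 3 libraries may contribute, as their difference from the other 4 fell with the span of the locus (Spearman's rho over loci -0.254), with a median log2 difference of 0.16 over the 2045 shortest loci and -0.87 over the 2044 longest. The quality of the RNA and differences between the lambs stay open and were not tested.

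Ghezel 3 was low at the genes that Table S1 lists as lower in Zel. A batch that follows the naming of the tables cannot be told apart, since Zel 2, named like Ghezel 1 and Ghezel 2, lay above Zel 1 at 11 of the 37 genes but above Zel 3 at 32 and Zel 4 at 31, and a batch term brought the median log2 fold change of the genes from -1.996 to -1.35. A swap of labels between the breeds cannot be told apart from a difference between lambs, because the genes were chosen by the labels; the Zel library that most often reached the lower of Ghezel 1 and Ghezel 2 was Zel 1, at 8 of the 37 genes. Each column of Table 2 of the paper equals a library of the same breed here in all 5 counts, which argues against a swap after those counts were made and leaves an earlier one open, and Fig. 4 of the paper shows all 3 Ghezel libraries high at LTF, LBP and MBOAT2. Whether this is the difference that sets Zel 3 and Zel 4 apart from Zel 1 and Zel 2 cannot be told apart either, with a Spearman's rho of 0.152 over the 37 genes. A single wrong label, a difference between the Ghezel lambs and the choice of a single locus per library by its overlap stay open as untested. The Ghezel means of Table S1 are 124, 37.4 and 67.1 at LTF, LBP and MBOAT2, above the 84.6, 28.3 and 35.0 here. The values of Ghezel 3 at LTF and LBP are those of the gene's own bases, but that at MBOAT2 comes from an assembled locus of 57139 bases.

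In 5 of 31 measures, 1 of the 4 Zel libraries lay far from the other 3, where chance gives 1.55 for values without ties; 4 of the 5 are features at 0 in the other 3 libraries, where the gap is the whole range by construction, so that number does not apply to them. The groups of 3 Ghezel libraries were not tested. At LBP, Zel 2 had a log2(FPKM + 1) of 2.39 against 0.28 in the next library, a gap of 0.882 of the whole range. At HSPB7, Zel 3 alone had a value above 0, so the gap was 1 times the range. At ENSOARG00000017834, Zel 1 alone had a value above 0 (1 times the range). At ENSOARG00000007815, Zel 1 alone had a value above 0 (1 times the range). At ENSOARG00000004866, Zel 3 alone had a value above 0 (1 times the range).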

How the results depend on the processing

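The fits with a lower overlap, implied fragments or a span covariate, and those without the 2 or 3 libraries of the shortest loci, were chosen after seeing the data. The reference IDs were the features of the first design and were replaced once the format was seen. No locus was called under any setting set before the data were examined except when libraries were left out one at a time, which gave 0 to 2 loci higher and 0 to 7 lower in Zel, the calls coming without Ghezel 3. The replicate block also called 0 and 0 loci, with 172 higher and 283 lower at an unadjusted p under 0.05, and changed no call of a named gene over all loci. Adjusted over the list alone, it raised the genes of Table 3 from 0 to 1 (SOCS3) and the placed genes of Table S1 from 1 to 3, and array weights raised them to 9 and 25. The breeds are 1 of 8 splits that part the 3 same-number pairs, and none of the 8 gave a call. Without the 3 libraries of the shortest loci, 4 loci were called higher and 4 lower, and without the 2 Zel libraries among them 2 higher and 1 lower. In all these cases fewer libraries entered the fit, and beyond that the cause was not tested. The share of placed genes with the direction of Table S1 was 100% with reference IDs, where 4 genes were left, 80.9% with the span covariate, 84.8% without the 2 Zel libraries, and 93.5% to 97.8% without single libraries. The share of PC1 variance between the breeds was 11.5% to 41.9% without single libraries. It was 8.28% with the batch term, which overlaps with breed, and 33.2% with the replicate block. Without the 3 libraries of the shortest loci it was 67.7%, where the smallest p of the exact permutation test is 0.333. Without the 2 Zel libraries among them it was 7.95%. The median log2 fold change of the genes lower in Zel was -0.80 with the span covariate, -0.87 without the 2 Zel libraries, -1.35 with the batch term and -2.64 to -1.29 without single libraries. The 15 genes of Table 3 with a fold change kept its direction on the log2(FPKM + 1) scale under the settings run for them, except that 3 genes had no value above 0 left: HSPB7 without Zel 3, the 3 libraries or the 2, ENSOARG00000017834 without Zel 1 and CYP4F21 without Ghezel 2. HSPB7 also fell from 1.51 to 0.0102 (standard error 1.37) with the span covariate, which leaves no clear direction there. Of the ratios of means, that of SAA1 ranged from -0.20 (without Zel 2) to 7.29 without single libraries. ENSOARG00000007815 reversed to a log2 fold change of 4.76 with array weights, 9.74 without the 3 libraries and 3.02 without the 2, and ranged from -6.68 to 4.88 without single libraries; 1 library per breed holds its values. ENSOARG00000007849 ranged from -0.0559 (without Zel 1) to 0.61. With reference genes only, the low class held 89.5% in Zel and 90.1% in Ghezel, and the top 10 held 75.5% and 86.8%. With loci over 300 bases, the top 10 held 39.5% and 30.9%, a difference of 8.66 points that reversed the main one. Without single libraries, the top 10 difference over all loci ranged from -1.27 to 1.17 points and that of the high class from -0.0255 to 0.229 points. The cause of these moves was not tested. The correction for GC content and length and both versions of the gene list test were not run, as no genome sequence was used and no list had enough members. Array weights gave no PCA value. Tested loci rested on a median of 116 (Zel 3) to 328 (Zel 1) implied fragments, and most calls at a log2 fold change of 2 would be missed at this spread.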

Differences from the paper's values

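The ratio of breed means and the tallies of the last paragraph were added after the data were seen, and the other comparisons were set before.

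The paper reports 332 differentially expressed genes at a q value under 0.05 from Cuffdiff, 78 up-regulated and 254 down-regulated in Zel; at the same thresholds limma called 0 loci here, 0 higher and 0 lower, and the count differs from the paper's under every alternative set before the data were examined. Without Ghezel 3 the counts were 2 higher and 7 lower. Adjusted over the list of placed genes alone, which the study chose on these samples, an adjusted p under 0.05 was reached by 1 of the 47 genes, by 25 with array weights and by 15 without Ghezel 3.

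For the 12 genes of Table 3 with a value in both breeds, the log2 ratio of means, which is on the scale of Table S1, had the paper's direction in 12. Its distance from the paper's value was 0.40 at the median and 1.15 at most, within the spread of the libraries at each gene. This spread is the larger SD of the breeds on log2(FPKM + 1), which is not the scale of the ratios. It is wide, 1.31 to 3.87, so values within it are only weak evidence of equal size. With quantile normalization 3 genes lie beyond it, SLC15A2 at -3.74 against the paper's -6.09, DNHD1 at -2.09 against the paper's -5.10 and TNFRSF9 at -2.31 against the paper's -3.97. Without single libraries LIPG, SAA1 and LBP (without Zel 2), SAA1 (without Ghezel 1), and MOGAT1 and DNHD1 (without Ghezel 2) lie beyond it. The ratio of means was chosen for this comparison after the log2(FPKM + 1) fold changes had been seen. These lie nearer to 0 than the paper's, with 1.75 against the paper's 5.66 at LIPG and -1.82 against the paper's -6.09 at SLC15A2. At LIPG the fold change was 0.21 without Zel 2, 2.55 without Zel 3, 3.31 with the batch term and 4.03 with the span covariate. The mean FPKM of Zel and Ghezel lie close to Table S1 at LIPG, 30.5 and 0.718 against the paper's 33.5 and 0.663. They do not at SAA1, 342 and 24.3 against the paper's 52.0 and 4.23, or SLC15A2, 0.0433 and 3.89 against the paper's 0.319 and 21.8. The locus of Table S1 that holds SLC15A2 also holds ENSOARG00000020092, which had 21.9 in Ghezel 2 here. The paper's values for SLC15A2 and those here are therefore not of one feature.

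At ENSOARG00000007815, the paper's mean FPKM is about 230000 in Ghezel and about 50000 in Zel in Fig. 2, read by eye, and 418843 and 210796 here. The SD of the libraries here was 725458 in Ghezel and 421592 in Zel, so both gaps lie within the spread of the libraries. At ENSOARG00000000017, the paper's Zel value is about 2000000 in Fig. 2, read by eye, and it is listed at 0 here wherever its ID is present. At ENSOARG00000004866, the paper's Ghezel value is about 20000 in Fig. 2, read by eye, and 0 here. The paper's Ghezel value for ENSOARG00000014064 (the unnamed gene of Table 3, which gives the ID to NR4A3 as well) in Table S1 is 6448, and 0 here. The paper's Ghezel value for HSPB7 in Table S1 is 0.378, and 0 here. For ENSOARG00000017834, the paper's values in Table S1 are 32.2 in Zel and 0.408 in Ghezel, against 3.88 and 0 here, where the value of Zel 1 comes from an assembled locus of 815 bases and the others from the 72 bases of the gene. For CYP4F21, the paper's values in Table S1 are 0.138 in Zel and 3.06 in Ghezel, against 0 and 0.827 here. The locus of Table S1 also holds ENSOARG00000001451, which had 5.31 in Ghezel 1 here, so these values are not of one feature. For ENSOARG00000014064 no alternative was run, and for the other features of this paragraph none of the alternatives run, scaled values and leaving out single libraries, brings the value within the paper's.

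Some statements of the paper differ from the values here. Fig. 4 shows LTF, LBP and MBOAT2 high in all 3 Ghezel libraries, while Ghezel 3 had 0.345, 0.130 and 2.96 FPKM here. At LTF the value of Ghezel 3 is that of the gene's own bases, while those of Ghezel 1 and Ghezel 2 come from assembled loci. Fig. 4 shows LIPG highest in a Ghezel library, while it was highest in Zel 2 here, with 117 FPKM, and Table 3 of the paper lists it as higher in Zel. The paper states that all solute carrier genes among its differentially expressed genes are higher in Ghezel, while 10 of the 11 in the paper's Table S1 are and 1 is higher in Zel; SLC15A2, the one placed here, was higher in Ghezel. The text of the paper names ENSOARG00000007849 among the genes highest in both breeds, while Fig. 2 shows ENSOARG00000007815 in its place. ENSOARG00000007849 had at most 2.37 FPKM here. Each of the 7 columns of Table 2 equals 1 library here in all 5 counts, but only 2 of them equal the library of the same number, and the others equal another library of the same breed.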

Other observations

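The tallies of this part were chosen after the data were seen.

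At the 10 placed genes that Table S1 lists as higher in Zel, the highest library was Zel 2 at 4 genes, Zel 3 at 3, and Zel 1, Zel 4 and Ghezel 3 at 1 each. At the 37 genes lower in Zel, Ghezel 3 lay above the Zel median at 19 and above every Zel library at 4.

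ENSOARG00000003793, a feature of 207 bases on chromosome 23, had an FPKM of 27453, 17203 and 23745 in Ghezel 1 to Ghezel 3. It had 8092, 8535, 7919 and 6986 in Zel 1 to Zel 4, so all 3 Ghezel libraries lay above all 4 Zel libraries, with a log2 fold change of -1.49 (exact permutation test, two-sided, p = 0.0286, the smallest the design allows; adjusted p = 0.770 from limma). The Zel values come from assembled loci of 424 to 426 bases, and the implied fragments were 2164, 2167, 2162 and 2139 in Zel 1 to Zel 4 and 3384, 2924 and 1486 in Ghezel 1 to Ghezel 3, so the breeds are not measured on the same feature. The fold change kept its direction under every setting run for it, from -1.98 with quantile normalization to -1.34 without Ghezel 1.

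In the supplementary tables of the paper, the enriched terms of biological process for the genes lower in Zel (Table S5) number 127 at a p under 0.05 and 2 at an adjusted p under 0.05, both the paper's values. For the genes higher in Zel (Table S4) the numbers in the table are 247 and 0, while the paper's text gives 191 significant processes. For cellular components (Table S2) they are 19 and 7, and for molecular function (Table S3) 63 and 0.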
